A study of Mus musculus with 8 samples. Its data were reported in "Deletion of a non-canonical regulatory sequence causes loss of Scn1a expression and epileptic phenotypes in mice" (2021).

How the data were processed

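RNA was sequenced from 8 P7 mice of 3 genotypes (WT n = 2, 1b+/- n = 4, 1b-/- n = 2). According to the labels and the methods of the study, stranded poly(A) libraries were prepared from total RNA, pooled, and read from a single end on an Illumina HiSeq lane. The authors aligned reads to the mouse genome (mm9) with STAR and counted them per gene with featureCounts. The use of strand, the rule for reads with several matches and the annotation release were not stated. The deposited counts are whole numbers of reads per gene symbol, not normalized, with 1 column per animal. All 8 columns of the table were used.

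Several features of that processing affect the values. The table held 24015 entries, of which 1572 had no count in any library. Of 24013 distinct symbols, 20920 (87.1%) were gene names in the GENCODE annotation of mm9 used here for positions. In 27 entries, 24 of them tested, the symbol had turned into a calendar date, so these genes were tested but not named. *Gapdh* was at or under 1.23 CPM in every library while *Actb* was 4726 to 6161 CPM, and the adult globins *Hba-a1* and *Hbb-b1* had 0 counts. *Gapdh* and these globins were therefore not usable here. Whether other genes with near-identical copies, or overlapping and antisense genes, were affected was not tested. The 10 most abundant genes took 3.62% to 4.40% of the counts of a library, so no library was dominated by a few transcripts.

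Genotype, sex and age were taken from the sample labels. Replicates were numbered in the order of the deposited samples, which pairs no animals. The design, the marker lists, the alternatives and the rule for naming genes were fixed before the data were examined. Counts were analysed in R 4.3.3. Genes with at least 1 CPM in at least 1 library were kept, which left 15588. The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM scaling and genotype as the only factor. All 8 libraries entered the same fit, so that the genotypes share an estimate of spread. Contrasts were 1b+/- against WT, 1b-/- against WT, and 1b-/- against 1b+/-. An additive model used the number of deleted alleles, and a model with 1b+/- divided by sex gave female against male. P-values were adjusted by the Benjamini-Hochberg method at 0.05. CPM values are TMM-scaled, and standard errors are on the log2 scale.

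The fixed rule named *Scn1a*, members of the fixed lists, and per contrast up to 3 genes in each direction. The last were those with the largest change among genes past the threshold. They also had to have no overlap between groups and a mean of at least 1 CPM. Other genes past the threshold, and further genes in the closing section, are named outside that rule. *Scn1a* CPM was compared between groups by exact permutation, and its relation to allele number by Pearson and Spearman correlation with exact two-sided permutation p-values. Flanking genes were adjusted over all genes and over their list alone. Lists of other sodium channel subunits, immediate early genes, and markers of choroid plexus, vascular and meningeal cells, thalamus, striatum, hippocampus, neocortex, interneurons and oligodendrocytes were tested with limma 3.58.1 (voom and camera, correlation 0.01). Adjustment ran over 10 lists and 3 contrasts, or over the 10 lists alone where a fit allowed only 1 contrast. A list needed 5 tested genes, so a blood list with 3 tested genes was left out. Lists of epithelial genes and of midbrain and hindbrain genes were written later for tests in the closing section.

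The alternatives were filterByExpr, no filter, RLE and upper quartile scaling, the edgeR likelihood ratio test, the Wald test of DESeq2 1.42.0, sex as a covariate, fits of only the compared groups, fits of males or females alone, lists tested with fry or an estimated correlation, and omission of each library. A likelihood ratio test with sex as a covariate was added after seeing the data. Where an omission left 1 animal in a group, no p-value or count past the threshold was used. Counts from a comparison therefore never leave out a WT or 1b-/- library that belongs to it.

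The tests were tested on simulated data in which 200 genes were changed between 1b-/- and WT, in 5 simulations of the real means, spreads and depths (15077 genes tested in the first). The quasi-likelihood test recovered 117 of 250 genes changed by a log2 of 1, 238 of 250 changed by 2 and 248 of 250 changed by 3. It made 41 false calls among 648, against 131 among 785 for the likelihood ratio test and 94 among 749 for DESeq2. At a log2 of 0.5 the quasi-likelihood test recovered 4 of 250. Changes of a log2 of 1 or less were thus mostly not detected at this depth and group size. The changed genes all had a mean of at least 5 CPM, so recovery of less abundant genes was not tested. On simulated data with 10 lists, camera called the shifted list in 5 of 5 simulations and made 1 other call. Each gene was drawn independently there, so false calls for lists whose genes move together were not tested. Comparisons sharing the WT libraries were set against 100 simulations of unchanged groups.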

Results

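The study asked what the loss of a conserved non-coding interval of *Scn1a*, named 1b, does to gene expression in the mouse brain. *Scn1a* encodes the pore-forming subunit of a neuronal voltage-gated sodium channel. Messenger RNA was sequenced from 8 mice at postnatal day 7 (P7) on an inbred C57BL/6N background. WT mice carried 0 deleted alleles (n = 2, both male), 1b+/- mice carried 1 (n = 4, 2 males and 2 females) and 1b-/- mice carried 2 (n = 2, both female). The deposited sample labels name the tissue as hippocampus, whereas the methods of the study name it as forebrain, so the region is uncertain. Each library was from 1 animal.

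Sequencing depth differed between libraries. WT replicates 1 and 2 held 12575229 and 6742864 counts. The 1b+/- replicates 1 to 4 held 14063105, 9890980, 20878772 and 2947770 counts, and the 1b-/- replicates 1 and 2 held 8405494 and 3940859. A count of 0 therefore allowed a level of up to 0.145 CPM (counts scaled to a common library size) in the deepest library and 1.0 CPM in the shallowest. These limits cover counting error only, since reads copied from the same molecule were not separated. Across genes, the Pearson correlation of log2 CPM between pairs of libraries ranged from 0.954 to 0.987, and genes are not independent replicates. Its median was 0.974 for pairs of the same genotype and 0.975 for pairs of different genotypes. Every pair of libraries differed by more than sampling noise (lowest chi-square per degree of freedom 3.36), so none was a copy of another. That each library came from a separate animal rests on the labels alone.

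Sex-linked transcripts were examined first as a check on the labels. *Xist*, the X-inactivation transcript, ranged from 270 to 581 CPM in the 4 females and did not exceed 3.13 CPM in the 4 males. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* ranged from 53.0 to 109 CPM in males and did not exceed 0.367 CPM in females. *Tsix*, which is antisense to *Xist*, held at most 10 counts in any library and was not tested. The sex label matched these genes in 8 of 8 libraries. Sex and genotype were confounded between WT and 1b-/-, because the WT animals were male and the 1b-/- animals were female.

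*Scn1a* lies on the minus strand of chromosome 2 (mm9, 66108838 to 66278897) and has 7 annotated transcripts. The deleted interval includes the non-coding first exon of transcript Scn1a-001 (66247919 to 66248121), which is 5' untranslated sequence. It lies in intron 1 of the transcripts Scn1a-002, Scn1a-006 and Scn1a-201, which start further upstream. The interval also overlaps exons of *Gm13630*, a long non-coding RNA annotated on the opposite strand (66247551 to 66259645), which was not analysed here. Gene-level counts sum over all transcripts and do not separate the promoters.

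*Scn1a* was measured in every library. The WT libraries held 546 and 264 *Scn1a* counts (45.1 and 40.5 CPM). The 1b+/- libraries held 404, 220, 525 and 47 counts (26.7, 22.2, 25.4 and 15.7 CPM), and the 1b-/- libraries held 26 and 8 counts (3.18 and 2.0 CPM). Mean *Scn1a* was 42.8 ± 3.32 CPM in WT (SD, n = 2), 22.5 ± 4.91 CPM in 1b+/- (SD, n = 4) and 2.59 ± 0.834 CPM in 1b-/- (SD, n = 2). The 1b+/- mean was 52.6% of the WT mean and the 1b-/- mean was 6.06% of it. The ranges of the 3 genotypes did not overlap.

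**Figure D1:**
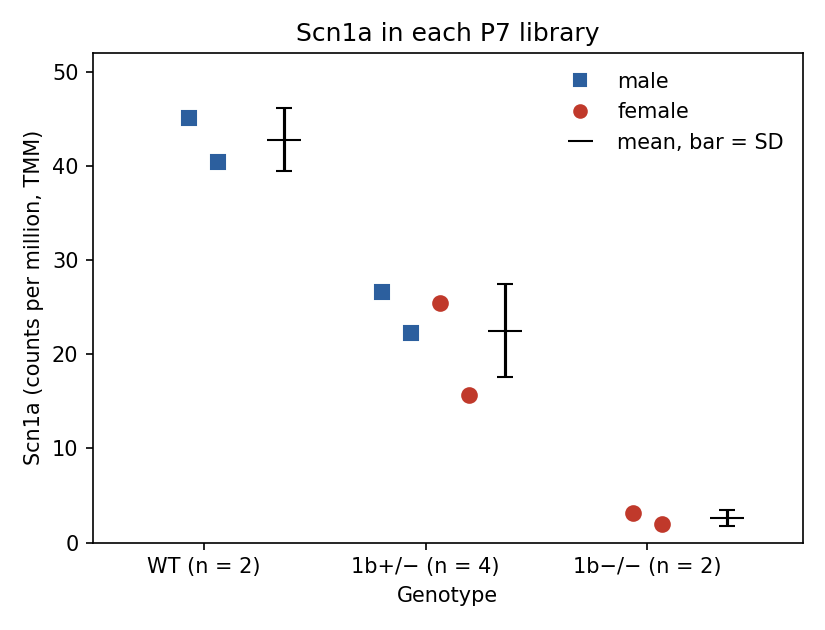
*Scn1a* in each of the 8 P7 libraries. The y axis gives TMM-scaled CPM and the x axis gives the genotype; squares are males, circles are females, and the horizontal line and bar beside each group are its mean and SD. The WT libraries sit at 45.1 and 40.5 CPM, the 1b+/- libraries between 15.7 and 26.7 CPM, and the 1b-/- libraries at 3.18 and 2.0 CPM.

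Exact two-sided permutation tests of *Scn1a* CPM gave the smallest p-value that each design allows. This was 0.133 for 1b+/- against WT (15 arrangements), 0.333 for 1b-/- against WT (6 arrangements) and 0.133 for 1b-/- against 1b+/- (15 arrangements), so none of these tests could reach 0.05. The edgeR quasi-likelihood fit, which shares its estimate of spread across all genes, gave a log2 fold change of -3.97 (SE 0.32) for 1b-/- against WT, with a Benjamini-Hochberg adjusted p of 5.96e-04. For 1b-/- against 1b+/- the edgeR log2 fold change was -3.07 (SE 0.30, adjusted p 0.00491). For 1b+/- against WT it was -0.90 (SE 0.21). *Scn1a* was lower than in both WT libraries in 4 of 4 1b+/- libraries, but the edgeR test did not pass the threshold after adjustment over all genes (unadjusted p 0.00103, adjusted p 0.381). The log2 fold change moved most without 1b+/- replicate 4, to -0.79. The edgeR adjusted p moved most without 1b+/- replicate 3, to 0.779. Adjusted p-values ranged from 0.0301 to 0.779 over 16 tested alternatives, of which 1, the edgeR likelihood ratio test (0.0301), passed the threshold.

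*Scn1a* was also compared with the number of deleted alleles. The midpoint between the WT and 1b-/- means was 22.7 CPM, and the 1b+/- mean differed from it by -0.191 CPM (SE 2.9), less than the spread between replicates. Over the 8 animals, log2 CPM of *Scn1a* and allele number had a Pearson r of -0.924 and a Spearman rho of -0.926. The exact permutation p was 0.00476 for each, the smallest that 420 arrangements allow. This was the only relation across animals that was computed, so no adjustment was made. With sex removed from both variables and permuted within sex, r was -0.849 (exact permutation p 0.0556, 36 arrangements) and rho was -0.926 (exact permutation p 0.0278). The 2 WT and 2 1b-/- animals lie equally far from the median allele number, so the 2 to leave out were taken by sample order alone. Without these, WT replicate 1 and 1b-/- replicate 1, r was -0.888 (exact permutation p 0.0667, the smallest of 30 arrangements). In the additive edgeR quasi-likelihood model, *Scn1a* changed by -1.72 (log2, SE 0.27) per deleted allele, with an unadjusted p of 3.02e-05 and an adjusted p of 0.0672. It passed the threshold in 4 of 12 tested alternatives of that model, whose adjusted p-values ranged from 9.38e-10 to 0.999.

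Differential expression was then tested over 15588 genes to ask which other transcripts change with the deletion. In 1b+/- against WT, 13 genes had an edgeR adjusted p under 0.05. Of these, 13 were lower and 0 were higher in 1b+/-. At an unadjusted p under 0.05 there were 676 genes, of which 390 were higher, where chance alone gives 779. *Scn1a* was the only gene past the threshold in 1b-/- against WT (1 lower, 0 higher, and 255 genes, 143 of them higher, at an unadjusted p under 0.05). It was again alone in 1b-/- against 1b+/- (1 lower, 0 higher, and 192 genes, 71 of them higher, unadjusted). The additive model gave 6 genes, *Krt19*, *Upk3bl*, *Krt6a*, *Upk3b*, *Krt15* and *Ppbp*, all with a negative slope over deleted alleles. A negative slope does not show a step at each allele, since *Ppbp* was 27.9 CPM in WT, 0.568 CPM in 1b+/- and 0.740 CPM in 1b-/-. No gene was higher in that model (0 past the threshold and 123 at an unadjusted p under 0.05).

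The 13 genes lower in 1b+/- than in WT were *Msln*, *Ppbp*, *Upk1b*, *Krt8*, *Mal*, *Krt13*, *Krt15*, *Krt19*, *Krt6a*, *Scel*, *Tph1*, *Upk3b* and *Serpinb9b*. Their edgeR adjusted p-values ranged from 0.00608 to 0.0461. Most encode keratins, uroplakins or other epithelial proteins. The largest fitted changes were those of *Krt6a*, *Ppbp* and *Upk1b*. *Krt6a* (chromosome 15, 101520363 to 101524738) was 7.83 ± 7.40 CPM in WT (SD, n = 2) and 0.142 ± 0.165 CPM in 1b+/- (SD, n = 4), a log2 fold change of -5.65 (SE 0.80, edgeR adjusted p 0.0317). *Ppbp* (chromosome 5, 91197544 to 91199086) was 27.9 ± 24.3 CPM in WT and 0.568 ± 0.497 CPM in 1b+/-, a log2 fold change of -5.43 (SE 0.56, edgeR adjusted p 0.00608). *Upk1b* (chromosome 16, 38773297 to 38800316) was 11.5 ± 8.21 CPM in WT and 0.223 ± 0.261 CPM in 1b+/-, a log2 fold change of -5.38 (SE 0.62, edgeR adjusted p 0.0102). The smallest fitted change was that of *Tph1* (-2.36). *Upk3b* was at or under 3 counts in all 4 1b+/- libraries, so no fold is given for it. Keratin and uroplakin genes have close relatives in the genome and the rule for reads with several matches was not stated, so the levels of single members are uncertain.

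Both WT libraries lay above every 1b+/- library for 13 of these 13 genes. Chance gives 6.67% of unselected genes such an order, but these genes were selected by the test for their difference, so the order adds no evidence. The level in WT itself varied. Summed over the 13 genes, WT replicate 1 held 331 CPM and WT replicate 2 held 85.2 CPM, while the other 6 libraries held 8.53 to 15.2 CPM. The sums in the 1b-/- libraries were 13.8 and 9.51 CPM. *Ppbp*, for example, was 0.740 ± 0.338 CPM in 1b-/- (SD, n = 2), and its edgeR adjusted p for 1b-/- against WT was 0.231. None of the 13 genes passed the threshold in 1b-/- against 1b+/-. The processing alternative that moved the number of genes most was the likelihood ratio test with sex as a covariate, chosen after seeing the data, which gave 113. With sex as a covariate in the quasi-likelihood fit the number was 0, with 867 genes at an unadjusted p under 0.05. Without 1b+/- replicate 3 it was also 0 (767 unadjusted), without 1b+/- replicate 4 it was 4, and without 1b+/- replicate 1 it was 7.

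**Figure D2:**
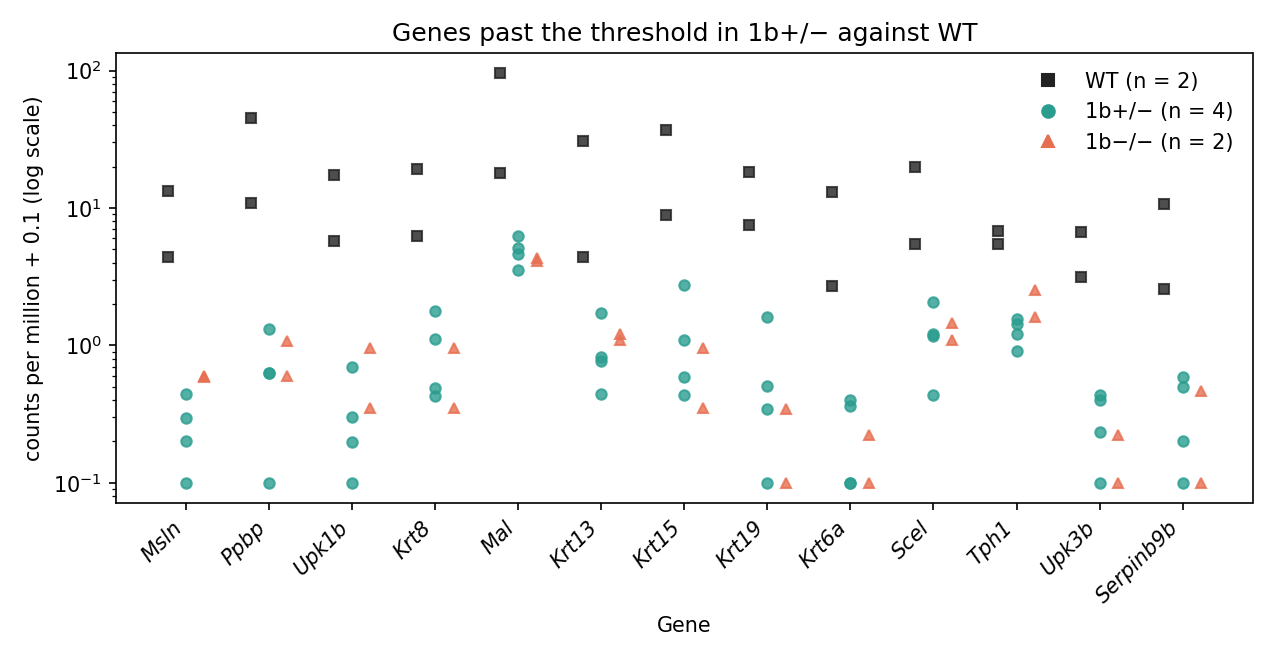
Levels of the 13 genes past the threshold in 1b+/- against WT. The y axis gives CPM plus an offset on a log scale and the x axis gives the gene; each point is 1 library, with squares for WT (n = 2), circles for 1b+/- (n = 4) and triangles for 1b-/- (n = 2). Both WT libraries lie above all 6 other libraries for each gene.

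Female and male animals were compared within 1b+/-, the only genotype with both sexes. The edgeR test gave 5 genes, with *Xist* higher and *Kdm5d*, *Ddx3y*, *Uty* and *Eif2s3y* lower in females. These 5 were the sex-linked genes used to check the labels. With that list left out the number was 0, and 410 genes had an unadjusted p under 0.05.

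The study also asked whether genes that neighbour *Scn1a* change with the deletion. A list of 13 flanking genes on chromosome 2 was tested, from *Grb14* to *Stk39*. The number past the threshold was 0 in each of the 3 comparisons, both adjusted over the list alone and adjusted over all genes tested. At an unadjusted p under 0.05 there was 1 gene in 1b+/- against WT (*B3galt1*, named after its value was seen), 0 in 1b-/- against WT and 1 in 1b-/- against 1b+/- (*Scn7a*). The smallest edgeR adjusted p over the list was 0.348, 0.511 and 0.153 in the same order. Log2 fold changes ranged from -0.62 to 1.90 in 1b+/- against WT. Leaving out *Scn7a*, they ranged from -0.44 to 1.48 in 1b-/- against WT and from -0.10 to 0.98 in 1b-/- against 1b+/-. The sodium channel neighbours *Scn2a1*, *Scn3a* and *Scn9a* changed by 0.05 (SE 0.16), 0.06 (SE 0.17) and 0.61 (SE 0.34) in 1b-/- against WT, and none of the 3 changes passed the threshold.

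*Scn7a* was near the detection limit in most libraries. It was 7.13 CPM in 1b+/- replicate 1 and 2.12 CPM in 1b+/- replicate 2, and it did not exceed 1.0 CPM in the other 6 libraries. The 1b-/- libraries held 3 and 0 counts, so no fold against that group is given. It was the gene behind every flanking call under an alternative. The number over the list alone was 1 in 1b+/- against WT with sex as a covariate, and 1 in 1b-/- against 1b+/- without 1b+/- replicate 3.

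**Figure D3:**
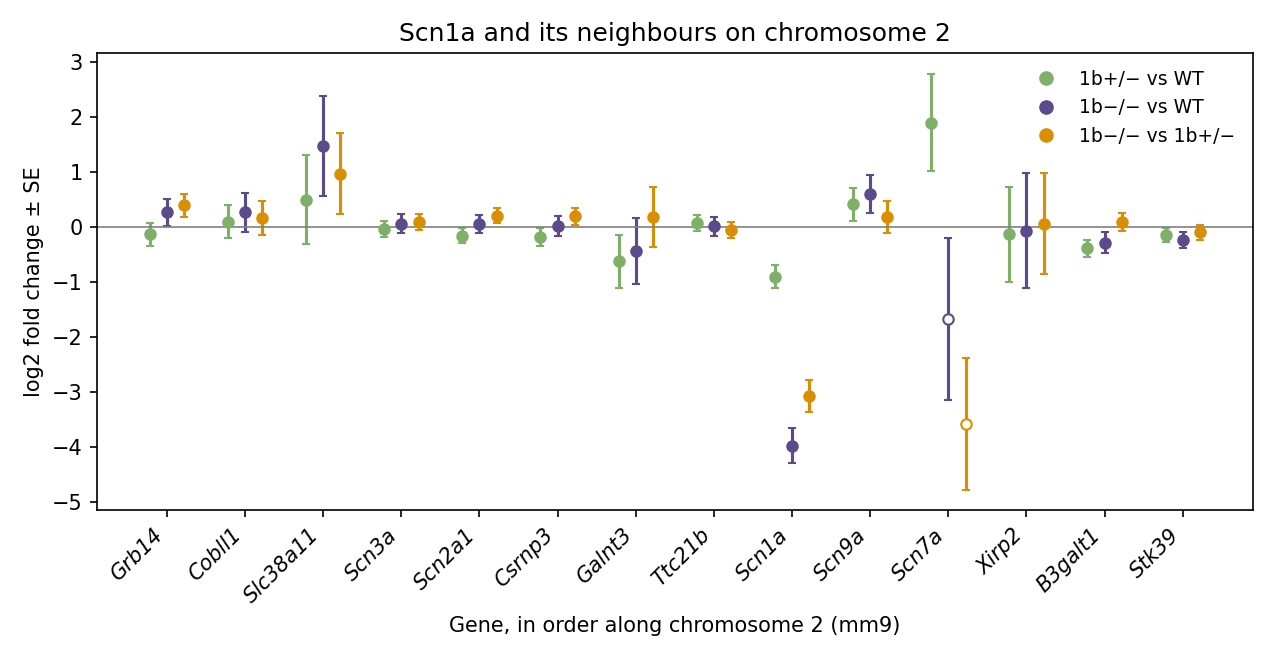
*Scn1a* and 13 neighbouring genes in chromosome order. The y axis gives the fitted log2 fold change with its SE as a bar, and the colours give the 3 comparisons. Open circles mark *Scn7a* against the 1b-/- group, which was at the detection floor and gives no usable fold; *Scn1a* is the only gene past the threshold, at -3.97 in 1b-/- against WT and -3.07 in 1b-/- against 1b+/-.

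Lists of marker genes were tested to ask whether cell types, brain regions or activity genes shifted together. Over 10 lists and 3 comparisons, limma camera with a preset correlation passed the threshold 9 times out of 30. Under an estimated correlation the number was 0 (2 at an unadjusted p under 0.05), and under fry it was also 0 (0 unadjusted), so none of the 9 calls held under either. In 1b+/- against WT, choroid plexus genes were lower (median log2 fold change -0.88, 10 of 12 genes, camera adjusted p 2.23e-08). Vascular and meningeal genes were higher (0.57, 12 of 13 genes, 6.04e-08), as were oligodendrocyte genes (0.25, 7 of 10 genes, 0.0448). Choroid plexus genes were also lower in 1b-/- against WT (-0.34, 11 of 12 genes, camera adjusted p 0.0126) and vascular and meningeal genes were higher (0.27, 13 of 13 genes, 3.58e-05). The other sodium channel subunits were higher (0.12, 8 of 12 genes, 0.0419). That sodium channel call depended on the filter. It did not pass with filterByExpr (camera adjusted p 0.0762, 10 genes tested), with no filter or without 1b+/- replicate 2 (0.0608). Choroid plexus genes were higher in 1b-/- against 1b+/- (0.58, 8 of 12 genes, camera adjusted p 1.10e-05). Striatum genes were higher (0.20, 9 of 12 genes, 8.75e-04) and vascular and meningeal genes were lower (-0.22, 10 of 13 genes, 0.0419). That vascular and meningeal call passed under each filter and scaling, but not with sex as a covariate (camera adjusted p 0.582). The immediate early, thalamus, hippocampus, neocortex and interneuron lists passed the threshold in none of the 3 comparisons, with camera adjusted p-values from 0.0719 to 0.998. Some of these passed under an alternative. The hippocampus list was lower in 1b+/- against WT in males only (camera adjusted p 0.0351, over 10 lists and 1 comparison). It also passed without 1b+/- replicate 1 (0.0346). Its member *Dsp* had the largest change of the list in the main fit (log2 fold change -1.52). *Dsp* was 36.5 and 14.3 CPM in WT replicates 1 and 2 and at most 11.7 CPM elsewhere, the order of the 13 genes above. The hippocampus list was not tested without *Dsp*. The blood list had 3 tested genes, lower in all 3 comparisons, and was too short to test.

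Choroid plexus content varied between libraries within a genotype. *Ttr*, an abundant choroid plexus transcript, ranged from 6.77 CPM in 1b+/- replicate 2 to 886 CPM in 1b+/- replicate 4. It was 884 and 938 CPM in the WT libraries and 379 and 766 CPM in the 1b-/- libraries.

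The comparisons of 1b+/- and 1b-/- with WT used the same WT libraries, so their fold changes are related by chance. Across the 15588 genes, the Pearson r between the log2 fold changes was 0.663. In 100 simulations of unchanged groups against the same WT libraries, r had a mean of 0.549 and a range of 0.502 to 0.584. The share of genes with the same sign was 72.3%, against a mean of 69% and a maximum of 69.8% in the simulations. The number of genes past the threshold in both comparisons was 0, and the simulations gave a mean of 0.12. With no filter on low counts, r was 0.564 over 22443 genes and the share with the same sign was 69%, close to the simulated means with the filter, so an excess over chance was not shown for that setting. Leaving out single libraries moved r most, to 0.303 without 1b-/- replicate 1 and 0.851 without WT replicate 1. Only the full design with its filter was simulated, so no chance range is available for the other settings.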

Values the study reported

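For P7 forebrain, the study compared 2 WT, 4 1b+/- and 2 1b-/- mice by RNA sequencing and tested 15589 genes. The deleted region was given as chromosome 2, 66245632 to 66248697, in mm9. Lower *Scn1a* in 1b-/- mice at P7 was reported with P = 0.0047 and FDR = 0.28. The study reported 21 genes changed in 1b+/- mice at P7, most of them lower. In 1b-/- mice at P7 it reported 47 lower and 61 higher genes at an FDR under 0.05.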

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

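Both results below were found by a fixed rule on gaps within the 1b+/- group, and the reading of each was chosen after its value was seen. The rule compares the gap between the most distant library and its nearest neighbour with the range of the 4 libraries. It was applied to 35 measures, of which 2 passed, where chance gives 1.75. No more results passed than chance allows.

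*Stk39*, a flanking gene, was 84.9 CPM in 1b+/- replicate 1 and 73.8 to 75.1 CPM in the other 3 1b+/- libraries, a gap of 0.877 of the range. The WT libraries were at 85.7 and 84.0 CPM and the 1b-/- libraries at 72.1 and 72.4 CPM. Its edgeR adjusted p over all genes was at or above 0.9999 in the comparisons with WT. Depth does not account for the gap, since 1b+/- replicate 1 held 1286 *Stk39* counts. The same library stood apart in midbrain and hindbrain genes, of which 70.4% were highest there, so a different mix of tissue in that library is a candidate explanation. Whether it bears on *Stk39* was not tested. All 4 libraries have the same genotype, so genotype does not account for the gap.

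*Upk3bl* had 4 counts (0.194 CPM) in 1b+/- replicate 3 and 0 counts in the other 3 1b+/- libraries, which gave a gap of 1 times the range. A count of 0 allows up to 0.198, 0.303 and 1.0 CPM in those 3 libraries, so the difference was not detectable at this depth. 1b+/- replicate 3 was the deepest library. No biological explanation was tested.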

How the results depend on the processing

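All alternatives but the likelihood ratio test with sex were fixed in advance, and that test was chosen only after the data were seen. Over the results that answer a comparison, 211 values under an alternative stayed on the same side of the threshold or within the spread, 52 moved, 5 became stronger, 2 became weaker and 0 reversed. No paired analysis was possible because the replicate numbers do not pair animals.

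*Scn1a* kept its direction under every alternative. For 1b-/- against WT it stayed past the threshold in 13 of 13 tested alternatives (largest adjusted p 0.0451) and for 1b-/- against 1b+/- in 16 of 16 (largest 0.0458). Omitting single libraries gave log2 fold changes from -4.41 to -3.75 and from -3.51 to -2.85, the lowest of each without 1b-/- replicate 1. For 1b+/- against WT the edgeR likelihood ratio test gave -0.90 and passed the threshold (adjusted p 0.0301, range over alternatives 0.0301 to 0.779). In the additive model *Scn1a* passed with no filter (-1.73), the likelihood ratio test (-1.86), DESeq2 (-1.88) and the likelihood ratio test with sex (-1.74). The Pearson correlation with allele number no longer passed with sex removed (-0.849) or without WT replicate 1 and 1b-/- replicate 1 (-0.888). In neither case can an exact p fall below 0.05, so neither of these tests could pass. The animals left out were taken by sample order among 4 equally far animals. The rank correlation permuted within sex passed, but sex was not removed from its values.

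The number of genes past the threshold depended on the test. In 1b+/- against WT it was 57 with no filter, 67 with the likelihood ratio test, 24 with DESeq2 and 113 with the likelihood ratio test with sex. It was 0 with sex as a covariate (867 at an unadjusted p under 0.05) and 0 in males only (657 unadjusted). Omitting single libraries gave 0 to 14, with 0 without 1b+/- replicate 3 (767 unadjusted), 4 without 1b+/- replicate 4 and 7 without 1b+/- replicate 1. No WT library was among these omissions, so they do not show how the number depends on either WT animal. Of the 13 genes, 13 were shared under no filter, filterByExpr, RLE and the likelihood ratio tests, 12 under upper quartile scaling and 11 under DESeq2. Fewer samples and degrees of freedom are part of the sex and omission fits by construction, and the cause of the other changes was not tested. On simulated counts the likelihood ratio test and DESeq2 made more false calls (131 and 94) than the quasi-likelihood test (41).

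For 1b-/- against WT the number was 33 with no filter, 25 with the likelihood ratio test and 13 with DESeq2. It was 15 with only the 2 groups compared and 6 with the likelihood ratio test with sex. Omissions of 1b+/- libraries gave 1 to 2 (2 without 1b+/- replicate 1). No WT or 1b-/- library was left out for these counts. The additive model gave 24 with no filter, 3 with upper quartile scaling, 35 with the likelihood ratio test, 3 with DESeq2 and 0 with sex as a covariate (451 unadjusted). Across omissions of 1b+/- libraries it gave 0 to 3: 2 without 1b+/- replicate 1 or 2, 3 without replicate 3 and 0 without replicate 4 (267 unadjusted). Female against male gave 85 with no filter, 21 with the likelihood ratio test, 14 with DESeq2 and 0 without the sex-linked list (410 unadjusted). Genes shared by the comparisons with WT numbered 26 with no filter, 20 with the likelihood ratio test and 11 with DESeq2. They numbered 8 with only the 2 groups compared and 5 with the likelihood ratio test with sex. Across omissions of 1b+/- libraries they numbered 0 to 1 (1 without 1b+/- replicate 1). The cause was not tested.

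In flanking genes, *Scn7a* gave a count of 1 over the list. This was so in 1b+/- against WT with sex as a covariate, in males only and in the likelihood ratio test with sex. In 1b-/- against 1b+/- it was so with no filter, the likelihood ratio test and DESeq2, and omissions gave 0 to 1 (1 without 1b+/- replicate 3). Its level rests on 1b+/- replicate 1 and on counts near the floor. Marker lists passed 0 times in each comparison under fry and under an estimated correlation. Some lists outside the threshold passed it in other camera fits. Hippocampus genes did so in 1b+/- against WT with filterByExpr (adjusted p 0.0468), with upper quartile scaling (0.0499) and without 1b+/- replicate 1 (0.0346). They also did so in males only (0.0351, adjusted over 10 lists and 1 comparison). Thalamus genes did so in 1b-/- against WT with no filter (0.0455) and in 1b+/- against WT without 1b+/- replicate 1 (0.0415). Interneuron genes did so in 1b-/- against 1b+/- without 1b+/- replicate 4 (0.0398). Other sodium channel subunits did so in 1b-/- against 1b+/- only with sex as a covariate (0.0201), in females only (0.0227, over 10 lists) and without 1b+/- replicate 1 (0.00387). Striatum genes did so in 1b-/- against WT only with filterByExpr (0.0468), upper quartile scaling (0.0499) and without 1b+/- replicate 4 (0.0438). Oligodendrocyte genes did so in 1b-/- against 1b+/- with no filter (0.0455), for example, but not with sex as a covariate (0.582). In 1b-/- against 1b+/- omissions gave 1 to 4 lists, with 1 without 1b+/- replicate 2. Vascular and meningeal genes no longer passed there with sex as a covariate (camera adjusted p 0.582) or in females only (0.566). Nor did they pass without 1b+/- replicate 1 (0.252), 2 (0.0966) or 4 (0.0606). They passed with filterByExpr, no filter, RLE, upper quartile scaling and without 1b+/- replicate 3. In 1b-/- against WT, other sodium channel subunits no longer passed with filterByExpr (camera adjusted p 0.0762), no filter or without 1b+/- replicate 2 (0.0608). That list passed there with RLE, upper quartile scaling, sex as a covariate and without 1b+/- replicate 1, 3 or 4. The correlation of fold changes ranged from 0.303 without 1b-/- replicate 1 to 0.851 without WT replicate 1.

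For *Krt6a*, *Ppbp* and *Upk1b* in 1b+/- against WT, 36 values stayed past the threshold and 12 became weaker, with none reversed. Depth limits most the smallest library, 1b+/- replicate 4, in which 47 *Scn1a* counts were found.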

Other observations

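Tests of epithelial tissue in WT replicate 1, of carry-over between WT libraries and of the model coefficients were chosen only after the results they bear on were seen. The fit of females alone was fixed in advance as an alternative. Its use as a test of sex as a cause was chosen after the result was seen.

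The numbers of genes past the threshold differ from those quoted. In 1b+/- against WT the edgeR quasi-likelihood test gave 13 genes. That is lower than the value quoted from the study above. The edgeR likelihood ratio test gave 67 genes, the fit with no filter 57 and DESeq2 24. Those are higher than the value quoted from the study above, so the direction depends on the test. For 1b-/- against WT it gave 1 lower gene and 0 higher genes (112 and 143 at an unadjusted p under 0.05). Both are lower than the values quoted from the study above. For *Scn1a* in 1b-/- against WT the edgeR p was 3.83e-08 and the adjusted p was 5.96e-04. Both are lower than the values quoted from the study above.

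An edgeR likelihood ratio fit with genotype and sex was therefore read at each of its coefficients. At the 1b+/- coefficient it gave 113 genes (63 higher, 50 lower), and *Scn1a* had an edgeR p of 0.00473 and an adjusted p of 0.273. At the 1b-/- coefficient it gave 6 genes (4 higher, 2 lower), and *Scn1a* had an edgeR adjusted p of 1.51e-11. At the sex coefficient it gave 21 genes, of which 1 was higher and 20 were lower in females. A candidate explanation is that the coefficients of such a model were read a position off, so that the values quoted for 1b-/- belong to the 1b+/- coefficient and the count quoted for 1b+/- belongs to sex. The count at the sex coefficient is the same as the quoted one, and the values at the 1b+/- coefficient are near the quoted ones but not all equal to them. The idea arose from reading a supplementary table of the study, before the fit was read in this way, so the fit is not an independent test of it; no value of that table is used here. Female against male within 1b+/- in a likelihood ratio fit without the covariate gave 21 genes too, so the number alone does not single out a model. The methods of the study name genotype as the tested variable and mention no term for sex, so such a model is not described there. The code of the study was not analysed here, so the idea stays a hypothesis.

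*Scn1a* was far lower in 1b-/- than in WT, and technical causes were weighed. With every library thinned to 2947770 counts, the log2 fold change was -3.93, against -3.97 (SE 0.32) before thinning, so library size is excluded as the whole cause. Among the 4 females alone, 1b-/- against 1b+/- was -2.96, so sex is excluded as the whole cause of the low level. The deletion itself stays the explanation named by the design.

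The genes lower in 1b+/- than in WT were mostly epithelial. Library size is argued against, since 13 of the 13 kept both WT libraries above every 1b+/- library after thinning. Epithelial tissue in both WT libraries was tested on 38 other epithelial genes, of which 32 passed the filter and 5 averaged at least 5 CPM in the 6 other libraries. The WT pair was highest in 6.25% of them, where chance gives 3.57% (one-sided exact binomial p 0.318), so this test was negative. Looked at by library, 71.9% (23 of 32) were highest in WT replicate 1, where chance gives 12.5%, and 2 were highest in WT replicate 2. The keratin genes *Krt1* (111 CPM), *Krt10* (61.5 CPM) and *Krt4* (28.7 CPM) stood out in WT replicate 1. They were at 7.97, 10.1 and 0.153 CPM in WT replicate 2. Skin or other stratified epithelium in WT replicate 1 is thus a candidate explanation for part of the pattern.

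What raised these genes in WT replicate 2 is open. Carry-over from WT replicate 1 predicts that all of its standing-out genes reach WT replicate 2 at the same share. Of 29 such genes, 72.4% (21) lay outside what the pooled share of 11.4% gives within counting noise, 10 below and 11 above, where 5% would by chance. *Rptn* had 0 counts in WT replicate 2 where 37.3 were predicted, while *Krt19* had 48 where 15.9 were predicted, so a single shared carry-over is argued against. The held-out list was mostly epidermal, so a different epithelial source in both WT libraries, with *Upk1b*, *Upk3b* and *Msln*, may have been missed by it. Genotype stays among the open explanations, as untested. Of the 15 splits of the 6 WT and 1b+/- libraries into 2 and 4, the real one was the only 1 with as many genes, 13 others gave 0, and the split with 1b+/- replicates 3 and 4 together, which is also female against male, gave 5. With 15 splits the share cannot fall below 6.67%, so whether the number arose from the grouping of the animals cannot be told apart from an effect.

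1b+/- replicate 1 differed from the other libraries in another way. Of 30 other midbrain and hindbrain genes, written down before their own values were examined, 27 passed the filter, of which 3 averaged at least 5 CPM in the other 7 libraries. In 1b+/- replicate 1, 70.4% of them (19 of 27) had their highest level, where chance gives 12.5% (one-sided exact binomial p 5.61e-12), against 15.3% of all genes. The pattern was first noticed in other transcription factors, in the same supplementary table and then in these counts, and the listed genes were chosen as further markers of that tissue. Genes move together, so this p-value is too small. *En2* was 15.6 CPM there and at most 2.53 CPM elsewhere, *Tal1* was 21.4 CPM against at most 5.15 CPM, and *Irx2* was 15.8 CPM against at most 5.29 CPM. *Nr4a2*, the most abundant gene of the list, went the other way (77.0 CPM, against 67.3 to 194 CPM elsewhere). Tissue from outside the forebrain in this library is a candidate explanation. *Col1a1* was also highest there, at 380 CPM against 50.6 to 102 CPM elsewhere. Without this library the number of genes past the threshold in 1b+/- against WT was 7 and *Scn1a* stayed below WT.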
